# Differentially expressed miRNAs offer new perspective into cave adaptation of *Astyanax mexicanus*

**DOI:** 10.1111/nyas.15300

**Published:** 2025-03-13

**Authors:** Tathagata Biswas, Huzaifa Hassan, Nicolas Rohner

**Keywords:** *Astyanax*, cavefish, development, gene expression regulation, miRNA

## Abstract

*Astyanax mexicanus*, a species with both surface‐dwelling and multiple cave‐dwelling populations, offers a unique opportunity to study repeated adaptation to dark and resource‐scarce environments. While previous work has identified large‐scale gene expression changes between morphs under even identical laboratory conditions, the regulatory basis of these expression differences remains largely unexplored. In this study, we focus on microRNAs (miRNAs) as key regulators of gene expression. Our analysis identified 683 mature miRNAs, establishing the first comprehensive catalog of miRNAs for this species. We identified a unique subset of differentially expressed miRNAs common to all studied cave‐dwelling populations, potentially orchestrating the nuanced gene expression patterns required for survival in the cave milieu. Furthermore, we performed in silico target prediction of these miRNAs, revealing possible roles in developmental and metabolic pathways pivotal for thriving in nutrient‐limited cave conditions. Interestingly, we also observed that Molino, which is the “youngest” of the three cavefish analyzed in this study, exhibited the most abundant number of differentially expressed mature miRNAs among the cave morphs. The comprehensive miRNA catalog generated, along with the insight into their differential expression across different morphs, will guide future investigations into the intricate world of miRNA‐mediated evolution of complex traits.

## INTRODUCTION

The fish species *Astyanax mexicanus* is an exceptional animal model for understanding adaptation to dark and nutrient‐limited environments. This species exists as river‐dwelling surface fish and cave‐dwelling populations that remain fertile with each other and can be kept in the laboratory. Less than 200,000 years ago, the ancestral surface fish colonized multiple caves in the Sierra de El Abra and neighboring mountain regions of Mexico through multiple independent events.^1^, ^2^ Inside each of these caves, under similar environmental pressures, *Astyanax* evolved a range of similar traits that enabled the cave morphs to not only survive but thrive in the dark and, therefore, biodiverse and nutrient‐limited cave environment.^3^, ^4^, ^5^, ^6^, ^7^, ^8^, ^9^ As a consequence, the cave morphs show significant and heritable changes to their transcriptomic landscape when compared to the extant surface fish.^5^, ^10^, ^11^, ^12^, ^13^ While the role of cis‐regulatory enhancers in these transcription changes has been studied,^13^ the exploration of other mechanisms of transcriptional regulation remains less understood.

One particularly important mechanism that warrants further investigation is the role of noncoding RNAs in modulating gene expression in *A. mexicanus*. A class of noncoding RNA that plays an important role in shaping gene expression profiles are microRNAs (miRNAs). miRNAs are a class of small endogenous noncoding RNA molecules, typically averaging around 18–25 nucleotides in length, which act post‐transcriptionally to regulate gene expression.^14^, ^15^, ^16^, ^17^ Exported into the cytoplasm from the nucleus as short hairpin structures, one of the strands of a mature miRNA is eventually loaded into the RNA‐induced silencing complex. The silencing complex most frequently targets the 3′ UTR region of mRNAs through complementary base pairing and fine‐tunes gene expression through translational repression or mRNA degradation.^18^, ^19^, ^20^ A single miRNA can potentially target multiple mRNAs, and conversely, a single mRNA can be a target of many different miRNAs. Although this suggests a complex and intertwined regulatory potential for miRNAs, in general, as demonstrated by multiple experimental studies, a given miRNA primarily targets a single or a limited number of mRNAs to drive specific phenotypic outcomes.^21^, ^22^, ^23^, ^24^, ^25^, ^26^ With the potential to alter the transcriptomic profile and drive specific phenotypes, miRNAs have been extensively studied in multiple animal models, including vertebrates and invertebrates.^27^, ^28^, ^29^

For ray‐finned fish, there exists an extensive catalog of miRNAs in the form of the FishmiRNA database, which details miRNA annotation and expression for 12 different species, including 10 teleost and two holosteans.^30^ The database provides comprehensive insight into the number of mature miRNAs, miRNA genes, and genomic locations associated with each miRNA in these 12 species. While zebrafish have the highest number of mature miRNAs among the listed fish species, with a count of 494, the fish shortfin molly exhibited the lowest number, with 328 mature miRNAs. The mature miRNAs in zebrafish originated from 385 different miRNA gene locations, of which 308 have orthologs that could be found in other species. Altogether, the most recent updated version of the FishmiRNA database lists a total of 4787 mature miRNAs across 12 species of ray‐finned fish. Likewise, the miRBase database boasts a collection of miRNAs from 271 distinct organisms.^31^, ^32^ However, despite having been studied extensively in other fishes and organisms, miRNA's potential role in altering the transcriptomic profile of cavefish, and its possible role in its development and evolution, remains unexplored.

In this study, we focused on 24‐h‐post‐fertilization (hpf) embryos to isolate and annotate mature miRNAs expressed in four different morphs of *A. mexicanus*: surface fish, and three independently or parallelly evolved populations of cavefish (Pachón, Tinaja, and Molino). Using the miRDeep2 package^33^ to call for novel miRNAs in *A. mexicanus*, we identified as many as 683 different mature miRNAs. Our comparative analysis of miRNA expression between three cave‐dwelling and surface‐dwelling populations of *A. mexicanus* identified a cave‐specific set of differentially expressed miRNAs and their putative 3′ UTR targets. Gene Ontology (GO) analysis of these targets suggests that miRNA regulation may play a critical role in cave adaptation by influencing developmental and metabolic pathways. This study not only establishes the miRNA catalog for this species but also underscores the potential role of miRNA‐mediated regulation in the evolutionary response to extreme environments.

## MATERIALS AND METHODS

### Small RNA isolation and sequencing

We collected 50 embryos of each morph of *A. mexicanus* at the 24‐hpf developmental stage. Surface and Pachón develop comparably until 24 h,^34^ and with Tinaja and Molino, attention was paid to make sure the stages of the collected embryos were all comparable and that the developmental differences in timing and allometry had a negligible effect upon subsequent analysis. After a 1x PBS wash, samples were flash frozen and homogenized. The small RNA population from each morph was isolated using the mirVana miRNA Isolation Kit (ThermoFisher Catalog number: AM1560) following the manufacturer's instructions.

Small RNA‐seq libraries were generated from 50 ng of enriched small RNA, as assessed using the Bioanalyzer (Agilent). Libraries were made according to the manufacturer's directions for the TruSeq Small RNA Library Prep Kit (Illumina, Cat. No. RS‐200‐0012). The resulting libraries were size selected for 145–160 bp fragments using Novex 6% TBE gels (Invitrogen, Cat. No. EC6265BOX) to retain only the small RNA inserts. Size‐selected libraries were checked for quality and quantity using the Bioanalyzer (Agilent) and Qubit Fluorometer (Life Technologies). Libraries were pooled, requantified, and sequenced as a 75‐bp single read on an Illumina NextSeq 500 high‐output flow cell utilizing NextSeq Control Software 2.2.0.4. Following sequencing, Illumina Primary Analysis version RTA 2.4.11 and bcl2fastq2 v2.20 were run to demultiplex reads for all libraries and generate FASTQ files.

### Adapter removal and filtering of reads

The TGGAATTCTCGGGTGCCAAGG adapter was removed for all samples of small RNA‐seq using Cutadapt^35^ (v2.5). A histogram showing the total sequencing range is depicted in Figure S1. Reads without an adapter and shorter than 18 bp were discarded. We excluded reads aligning to rRNAs, scaRNAs, snoRNAs, and snRNAs (Table S1). Additionally, reads aligning to tRNAs were removed (Table S2). As annotated tRNAs for *A. mexicanus* 2.0 are unavailable, we used tRNAscan‐SE^36^ (v2.0.6) to search for *A. mexicanus* 2.0 tRNAs using *Danio rerio* (GRCz11) tRNAs from GtRNAdb (the genomic tRNA database).

### Novel miRNA identification

The reads remaining after filtering out rRNAs, scaRNAs, snoRNAs, snRNAs, and tRNAs from all samples were concatenated and the miRDeep2^33^ (v3) tool was used to identify novel miRNAs. First, the mapper.pl module was used to align the reads to the *A. mexicanus* 2.0 genome from NCBI (Assembly GCF_000372685.2). Next, the miRDeep2.pl module was run on the mapped arf file using the reference genome and known mature *D. rerio* miRNAs from miRBase (v22) as supporting miRNAs from related species.

The resulting novel miRNAs were further filtered based on the following criteria: mirDeep2 score ≥10, mature read count ≥10, and a significant randfold *p*‐value. Novel miRNAs with a matching seed sequence to *D. rerio* miRNAs from miRBase were retained, even if they did not meet the above criteria. The CD‐HIT^37^ (v4.6) tool was used to collapse the redundant novel miRNAs with 100% identity. We also used miRTrace^38^ to check the taxonomic identities of all the 683 miRNAs (Table S3).

### miRNA conservation analysis

To assess the conservation of novel miRNAs against known miRNAs, the mature sequence of each novel miRNA was input into BLASTn (v2.13.1+) to find similar sequences in the miRBase and FishmiRNA databases. The default *E*‐value threshold of 10 was used to report all hits.

### Quantification of miRNAs and differential expression analysis

To quantify the expression of each novel miRNA in all the samples, we used the quantifier.pl module in miRDeep2 and aligned the sequenced reads to the novel precursor miRNAs using the default parameters.

Differentially expressed miRNAs were determined using the R package edgeR^39^ (v3.22.3). The resulting *p*‐values from the differential expression analysis were adjusted using the Benjamini−Hochberg method with the R function p.adjust. miRNAs with an adjusted *p*‐value less than 0.05 and a fold change of at least two were considered as differentially expressed.

### mRNAseq dataset processing

Pachón and surface fish mRNA‐seq datasets for two time points, 24 hpf and 36 hpf, were downloaded from the SRA database: SRP045680. The reads were aligned to the *A. mexicanus* 2.0 reference genome, NCBI assembly GCF_000372685.2, using STAR^40^ (v2.7.3a). The gene model retrieved from Ensembl (release 102) was used to generate gene read counts. The transcript abundance TPM (transcript per million) was quantified using RSEM^41^ (v1.3). Differentially expressed genes were determined using the R package edgeR^39^ (v3.38.4). Prior to differential expression analysis, low‐expression genes were filtered out based on a cutoff of 0.5 CPM (counts per million) in at least one library. The resulting *p*‐values were adjusted with the Benjamini−Hochberg method using the R function p.adjust. Genes with an adjusted *p*‐value < 0.05 and a fold change of two were considered as differentially expressed.

### miRNA–mRNA target identification

miRNA–mRNA targets for the list of cave‐specific miRNAs were identified against the 3′ UTRs of all differentially expressed genes from the 24‐hpf and 36‐hpf time points using two different methods: miRanda^42^ (v3.3a) and TargetScan^43^ (v6.0).

For miRanda, targets were filtered using a score threshold of >80 and an energy threshold of < −14 kcal/mol. No additional filtering was applied when using TargetScan. The common targets identified by both miRanda and TargetScan were considered as the final miRNA–mRNA targets for each miRNA.

### GO analysis

Gene functional enrichment analysis or GO analysis was performed using a custom script built over the R package clusterProfiler^44^ (v4.4.4). *A. mexicanus* Gene–GO terms retrieved from Ensembl BioMart were used to identify overrepresented GO terms in the differentially expressed genes compared to the background list of all genes.

## RESULTS

### Identification and annotation of miRNAs in *A. mexicanus*

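Small RNA libraries of embryos at 24 hpf were made from 4 morphs of *A. mexicanus*: the surface fish, which live in rivers, and the Pachón, Tinaja, and Molino cavefish, each named after the cave it inhabits. Each morph was represented by 3 replicate libraries, 12 in all. The paper states that 50 embryos of each morph were collected, and its text does not say how they were divided among the libraries. Whether the 3 libraries of a morph are separate collections or parts of 1 pool is thus open. The SDs and p-values given here may therefore not cover variation between separate collections of embryos. The authors trimmed the adapters, discarded short reads, removed reads aligning to rRNAs, scaRNAs, snoRNAs, snRNAs, and tRNAs, called miRNAs with miRDeep2 from the reads of all libraries combined, and counted the reads of each library on the miRNA precursors. They deposited whole-number counts for each mature miRNA and library, without normalization. The counts of a library on all listed miRNAs added up to 5539157 to 8537696 in surface fish (median 6560621), 10035615 to 15279059 in Pachón (median 11926803), 7565642 to 14673376 in Tinaja (median 12361137), and 7683993 to 8275406 in Molino (median 8014312). The deepest library thus held 2.76 times the counts of the shallowest. A count of 3, taken as the smallest level a library can show, corresponded to 0.196 to 0.542 CPM depending on the library, and this limit covers counting error only, since reads without molecular identifiers are not independent molecules. Replicate libraries of a morph differed by more than counting noise, with a chi-square statistic of 13.1 to 641 per degree of freedom, so no library was taken for a copy of another. Across the 503 miRNAs with a mean of at least 10 counts per library, log2 CPM values correlated with Pearson's r of 0.9901 to 0.9951 between replicate libraries and of 0.84 to 0.934 between libraries of different morphs; these coefficients are across miRNAs, which are not independent replicates. From the deposited counts, differential expression was tested with edgeR's quasi-likelihood test in one fit of all 12 libraries with a mean for each morph. Library sizes were adjusted by TMM factors, which lay between 0.937 and 1.136. As in the paper's methods, p-values were adjusted by the Benjamini−Hochberg method, and miRNAs with an adjusted p-value under 0.05 and a fold change of at least 2 were considered differentially expressed. The methods name edgeR for this step but not the test function, the normalization, or a filter on low counts, and no filter was applied here. A minimum of 10 counts in every library and the way the fold-change rule is applied changed the numbers of differentially expressed miRNAs most. The default expression filter of edgeR changed them less.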

To establish a comprehensive repository of miRNAs in *A. mexicanus*, we sequenced, identified, and annotated small miRNA populations from surface fish and three distinct cavefish populations—Pachón, Tinaja, and Molino. Concurrently, we aimed to investigate the potential impact of miRNAs on the development of cave traits. One of the most obvious developmental differences between cave and surface fish occurs around 24 hpf, when the eye in cavefish starts to regress.^9^, ^45^, ^46^ Thus, we focused on 24 hpf embryos to explore differentially expressed miRNAs between cavefish and surface fish.

To enhance the efficiency of miRNA identification, we specifically isolated and sequenced only small RNAs (<200 nt) instead of total RNA from the embryos (Figure 1A). After adapter trimming, the small RNA population with read lengths of 15–40 bp was found to be mostly enriched for reads in the range of 21–30 bp (Figure 1B). This was in line with the known range of miRNA lengths in zebrafish (Figure 1C). Subsequently, the reads were aligned to the *A. mexicanus* 2.0 genome and the trimmed files of all the samples were merged to call for novel miRNAs using miRDeep2^33^ with default parameters and zebrafish miRNA from miRBase as the supporting miRNA from related species. After removing redundancies using established pipelines (see Methods section), we identified and annotated a refined list of 683 mature miRNAs (Table S4) from an initial collection of 1452. 

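The deposited counts cover 683 mature miRNAs, and every one of them had at least 1 count in at least 1 library. Of these, 595 in surface fish, 628 in Pachón, 612 in Tinaja, and 620 in Molino had at least 1 count in all 3 libraries of the morph, and 511 did so in all 4 morphs. Another 24 met this requirement in exactly 1 morph. A minimum of 10 counts in each library of the morph lowered the numbers to 379 in surface fish, 459 in Pachón, 428 in Tinaja, and 434 in Molino. The lower numbers in surface fish went with shallower libraries. When all libraries were thinned at random to the total of the shallowest one, an alternative chosen after seeing the data, 579 miRNAs in surface fish, 562 in Pachón, 548 in Tinaja, and 609 in Molino had at least 1 count in all libraries of the morph. No count in any library of the morph was found for 23 miRNAs in surface fish, 27 in Pachón, 25 in Tinaja, and 30 in Molino. The names of the miRNAs are those given by the authors. Mature sequences were not analysed here, so the numbers in the names are not evidence of relation to same-numbered miRNAs of other species. Abundance varied widely over the list. The mean count per library had a median of 31.9 over the miRNAs; 180 miRNAs had a mean under 10 counts, and 132 had a mean of at least 1000 counts. The 10 most abundant miRNAs accounted for 81.7% ± 1.47 (SD, n = 12 libraries) of a library's counts. The most abundant was astmex-miR-1, singled out after its values were seen, with 37.6% ± 3.01 (SD, n = 3) of the counts in surface fish, 34.6% ± 0.567 (SD, n = 3) in Pachón, 34.0% ± 3.68 (SD, n = 3) in Tinaja, and 43.0% ± 2.97 (SD, n = 3) in Molino. Relative to surface fish its log2 fold change was 0.24 in Molino (standard error 0.07, adjusted p = 0.00779 from edgeR's quasi-likelihood test with Benjamini−Hochberg adjustment), short of the fold-change rule. In Pachón it was −0.10 (standard error 0.07, adjusted p = 0.255) and in Tinaja −0.16 (standard error 0.07, adjusted p = 0.0763), neither of them past the threshold.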

We have also retained the genomic locations of origin of these mature miRNAs (Table S5). Of these 683 mature miRNAs, 681 were conserved across different organisms and had a hit in the miRBase^31^, ^32^ (Figure S2). Additionally, we also mapped the alignment of the *Astyanax* miRNAs against the curated database of teleost miRNAs available in the FishmiRNA database.^30^ Similar to the miRBase comparisons, we observed an alignment of 677 *Astyanax* miRNAs across different fish species. A similar comparison was also conducted with the MirGeneDB 3.0^47^, ^48^, ^49^, ^50^ database (Figure S3).

**FIGURE 1:**
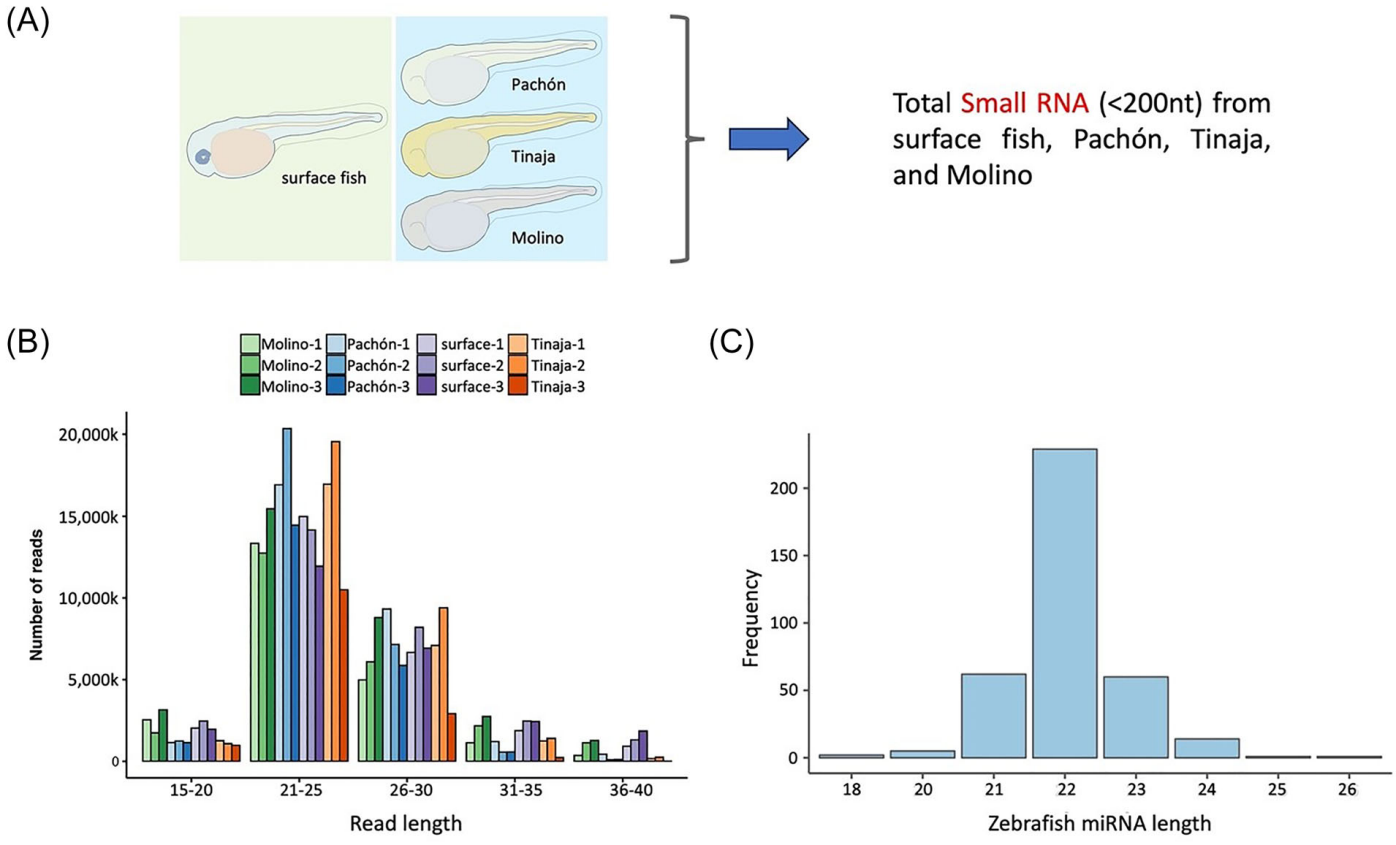
Identification of miRNAs in *Astyanax mexicanus*. (A) Graphical representation of the four morphs—surface fish, Pachón, Tinaja, and Molino at 24 hpf, from which the small RNA (<200 nt) population was collected. (B) Distribution of small RNA reads across read lengths of 15–40 bp. (C) Size distribution of all the zebrafish miRNAs available on miRBase.

### Differential and cave‐specific expression of mature miRNAs across four morphs

Small noncoding miRNAs are recognized for their role in facilitating evolutionary adaptation in organisms to environmental stresses.^51^, ^52^, ^53^ To explore any such correlation in cavefish development and adaptation, we investigated mature miRNAs that were differentially expressed in the cave morphs when compared to the surface fish. Comparing the miRNA expression profile at 24 hpf of each of the cave morphs (Pachón, Tinaja, and Molino) with that of the surface fish revealed both up‐ and downregulated miRNAs (Figure 2A). 

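The upregulated and the downregulated miRNAs with the smallest adjusted p in each cave morph show the size of these changes against the spread between replicates (adjusted p from edgeR's quasi-likelihood test with Benjamini−Hochberg adjustment; levels in TMM-normalized CPM, mean ± SD, n = 3 libraries per morph). In Pachón, astmex-miR-104 reached 273 ± 13.2 CPM against 17.6 ± 1.11 CPM in surface fish, a log2 fold change of 3.95 (standard error 0.11, adjusted p = 7.42e-14). astmex-miR-215 was at 168.5 ± 7.78 CPM in Pachón and 106.5 ± 6.12 CPM in Tinaja against 7.78 ± 0.381 CPM in surface fish, log2 fold changes of 4.43 (standard error 0.10, adjusted p = 1.77e-13) and 3.77 (standard error 0.10, adjusted p = 9.48e-13), while no Molino library had a count of it. astmex-miR-251 was lower in both of these cave morphs, at 1.99 ± 0.407 CPM in Pachón and 1.60 ± 0.177 CPM in Tinaja against 33.3 ± 2.23 CPM in surface fish, with log2 fold changes of −4.06 (standard error 0.13, adjusted p = 5.07e-13) and −4.35 (standard error 0.14, adjusted p = 6.95e-13). In Molino the same miRNA was upregulated, with a log2 fold change of 1.79 (standard error 0.10, adjusted p = 2.31e-10). astmex-miR-225 fell to 8.30 ± 0.0433 CPM in Pachón from 54.3 ± 4.59 CPM in surface fish, a log2 fold change of −2.71 (standard error 0.12, adjusted p = 2.34e-11). In Tinaja, astmex-miR-212 rose to 60.6 ± 6.40 CPM from 11.6 ± 1.99 CPM, a log2 fold change of 2.37 (standard error 0.12, adjusted p = 1.44e-10). The level of astmex-miR-226 in surface fish, 200.9 ± 9.32 CPM, compared with 3.02 ± 0.290 CPM in Tinaja and 12.6 ± 2.42 CPM in Molino, log2 fold changes of −6.04 (standard error 0.13, adjusted p = 3.63e-15) and −3.99 (standard error 0.12, adjusted p = 8.5e-14). In Molino, astmex-miR-203 stood at 333.9 ± 16.8 CPM against 5.64 ± 0.717 CPM, a log2 fold change of 5.90 (standard error 0.12, adjusted p = 7.03e-16). astmex-miR-239, downregulated in Pachón and Tinaja, was at 200.3 ± 18.8 CPM in Molino against 2.75 ± 0.597 CPM in surface fish, a log2 fold change of 6.21 (standard error 0.17, adjusted p = 4.49e-14). astmex-miR-261 had 145 to 196 counts in each surface fish library and at most 1 count in each Molino library, which makes it at least 60-fold lower in Molino (adjusted p = 7.03e-13). The change of astmex-miR-251 in Molino was not followed through the alternative settings. Each of the other changes stayed past both thresholds under every alternative setting that tested the miRNA, including each fit that left out one library. Few abundant miRNAs passed the fold-change rule. Of the 132 miRNAs with a mean of at least 1000 counts per library, 7 were differentially expressed in Pachón, 9 in Tinaja, and 14 in Molino, compared with 109, 100, and 113 of the 256 miRNAs with a mean of 10 to 100 counts. With an adjusted p under 0.05 alone, the numbers were 75, 71, and 85 of the 132 and 130, 121, and 138 of the 256. The contrast thus appeared only with the fold-change rule. More counts give the test more power, so the numbers under 0.05 do not show how often miRNAs of each group differ. Of the 180 miRNAs with a mean under 10 counts, 53, 57, and 66 were differentially expressed.

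**Figure D1:**
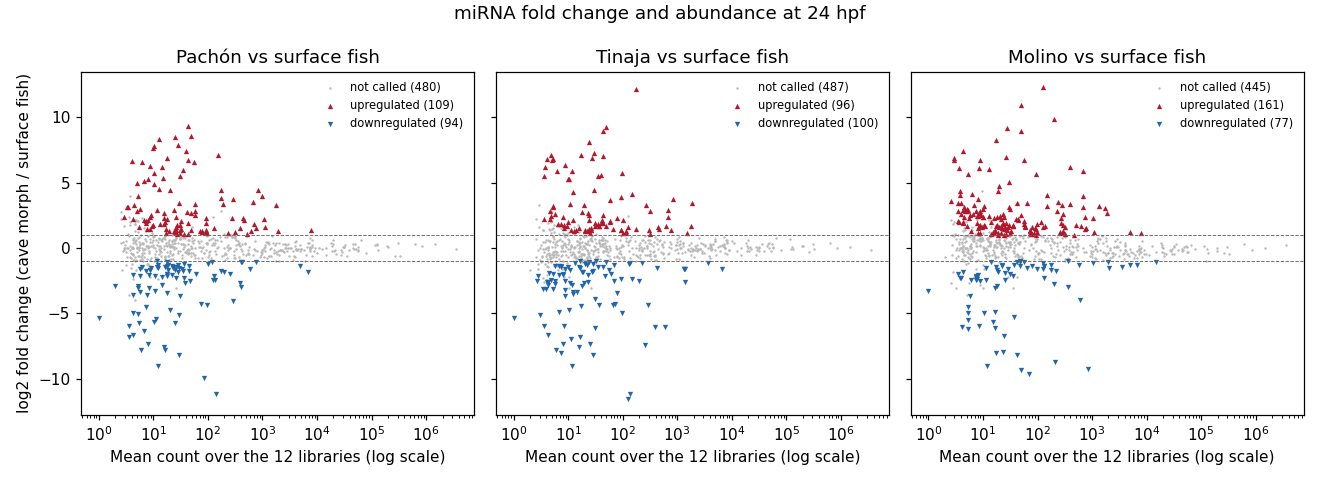
Log2 fold change of each miRNA in Pachón (left), Tinaja (middle), and Molino (right) relative to surface fish, against its mean count over the 12 libraries on a log axis. Upward red triangles are upregulated miRNAs, downward blue triangles are downregulated miRNAs, gray points are the others, and dashed lines mark log2 fold changes of 1 and −1; where at least one morph had at most 3 counts in every library, the counts do not fix the size of the change, and the plotted value is the fitted estimate. Colored points thin out toward the right of each panel, among miRNAs with a mean of at least 1000 counts.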

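Against surface fish, 203 of the 683 miRNAs (29.7%) passed both thresholds in Pachón, 196 (28.7%) in Tinaja, and 238 (34.8%) in Molino. With an adjusted p under 0.05 alone, the numbers were 340, 331, and 378. The median size of the log2 fold change among the differentially expressed miRNAs was 2.22 in Pachón, 2.43 in Tinaja, and 2.15 in Molino. Many of the calls involved low counts. The differentially expressed miRNAs had a median mean count per library of 24.6 in Pachón, 23.7 in Tinaja, and 24.8 in Molino, against 46.8, 43.9, and 42.7 for the other miRNAs. One of the compared morphs had at most 3 counts in every library for 69 of the called miRNAs in Pachón, 65 in Tinaja, and 71 in Molino, and both morphs did for 1 more in Tinaja and 3 more in Molino. Of the alternatives tried, a minimum of 10 counts in every library moved these numbers most. It kept 311 miRNAs for testing, of which 51 were differentially expressed in Pachón, 45 in Tinaja, and 66 in Molino. It also removes every miRNA that is near 0 in any one morph. The default expression filter of edgeR kept 557 miRNAs and gave 176 in Pachón, 164 in Tinaja, and 204 in Molino. Leaving out each of the 12 libraries in turn gave 193 to 209 miRNAs in Pachón, 171 to 197 in Tinaja, and 220 to 240 in Molino. The number in Pachón exceeded that in Tinaja by 7, and by 0 to 26 under the alternatives. Molino had the largest number under each of the 24 alternatives that could change it, with a margin of 15 to 38 miRNAs over the next cave morph.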

Pachón and Tinaja had similar numbers of differentially expressed miRNAs, totaling 203 and 196, respectively, while Molino exhibited the highest abundance of differentially expressed miRNAs among the three cave morphs, totaling 238. The highest number of upregulated miRNAs was observed in Molino, followed by Pachón and Tinaja, in comparison to surface fish. Conversely, the highest number of downregulated miRNAs was observed in Tinaja, followed by Pachón and Molino.

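The numbers of upregulated miRNAs were 161 in Molino, 109 in Pachón, and 96 in Tinaja, which made up 67.6%, 53.7%, and 49% of the differentially expressed miRNAs of each morph. This order was the same under each of the 24 alternatives. With one library left out, the numbers ranged from 147 to 163 in Molino, from 107 to 115 in Pachón, and from 83 to 97 in Tinaja, so the ranges of Molino and the other two cave morphs did not overlap. The share of upregulated miRNAs in Molino was 64.8% with library sizes alone and 63.8% with RLE factors in place of TMM factors. Over all miRNAs tested, the median log2 fold change was 0.18 in Molino and 0.03 in Pachón. All surface fish libraries had at most 3 counts of the miRNA in 46 of the upregulated miRNAs in Molino, 40 in Pachón, and 33 in Tinaja, and the counts do not fix the size of the change for these.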

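Downregulated miRNAs numbered 100 in Tinaja, 94 in Pachón, and 77 in Molino. The difference of 6 between Tinaja and Pachón was small beside what single choices moved. Across the 24 alternatives it ran from −5 to 10, with the larger number in Tinaja under 18 of them, equal numbers under 1, and the larger number in Pachón under 5. These 5 were the exact test on the compared morphs, the fit of only the 6 libraries of the compared morphs, edgeR's default expression filter, counts thinned to the shallowest library, and the fit without Tinaja replicate 2, which gave 89 in Tinaja and 94 in Pachón. Molino had the smallest number under all 24 alternatives. Leaving out one library at a time gave 88 to 100 downregulated miRNAs in Tinaja, 84 to 95 in Pachón, and 71 to 78 in Molino. In 33 of the downregulated miRNAs in Tinaja, 29 in Pachón, and 28 in Molino, the cave morph had at most 3 counts in every library.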

**FIGURE 2:**
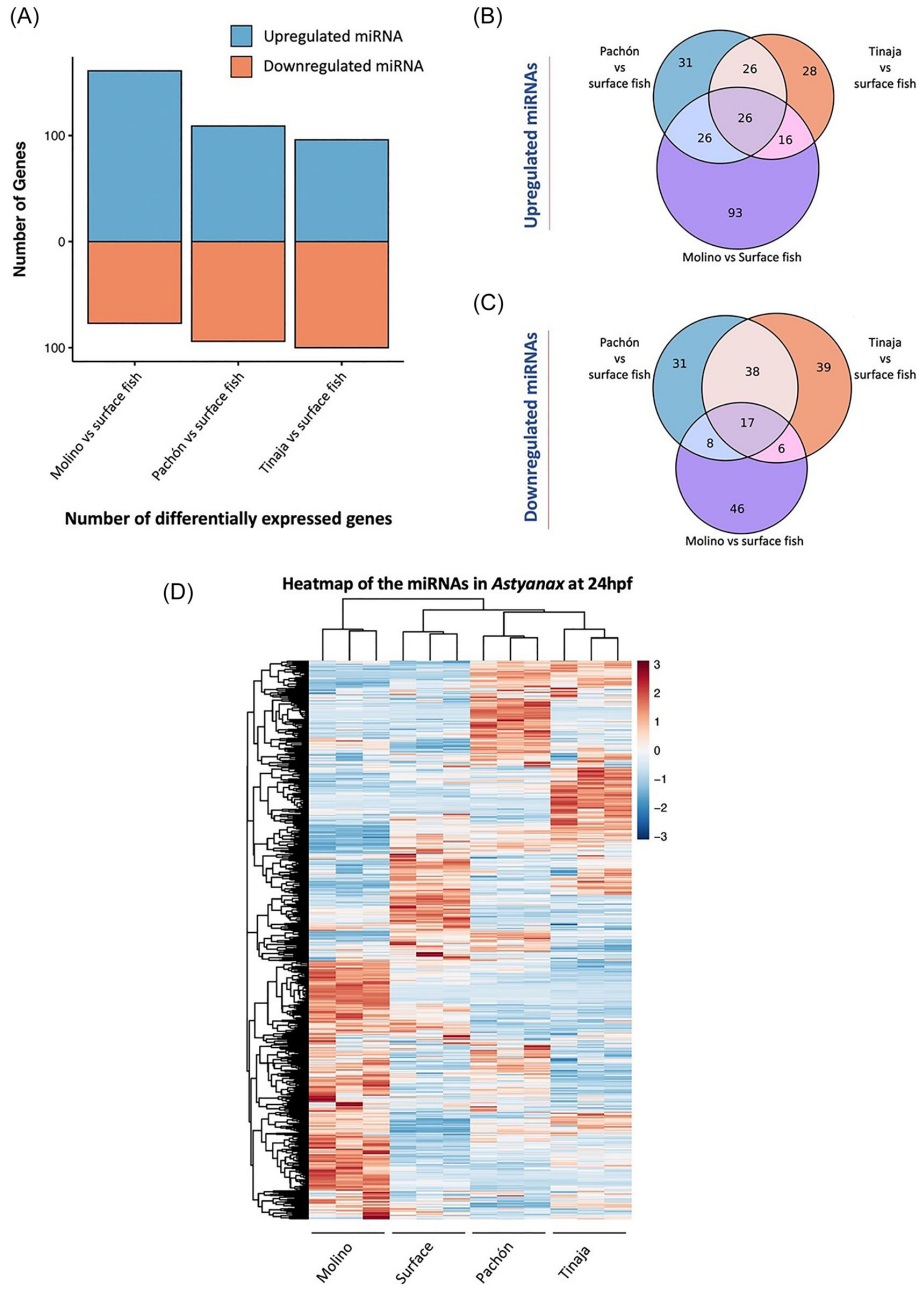
Differentially expressed mature miRNAs in cave morphs when compared to surface fish. (A) Abundance of differentially expressed miRNAs across Molino, Pachón, and Tinaja (arranged in order of abundance). (B) Venn diagram depicting the extent of overlaps in miRNAs upregulated in each of the cave morphs compared to surface fish. The central overlap of 26 miRNAs represents the cave‐specific miRNAs, upregulated in all the three cave morphs with respect to surface fish. (C) A similar Venn diagram as (B), depicting the extent of overlaps in miRNAs downregulated in each of the cave morphs compared to surface fish. (D) Heatmap based on the normalized counts of all 683 miRNAs expressed at 24 hpf across all the four morphs of *Astyanax*.

Next, we explored not just morph‐specific, but also cave‐specific differentially expressed mature miRNAs. We defined cave‐specific miRNAs as those miRNAs that are up‐ or downregulated across all the three cave morphs when compared to surface fish. We argue that cave‐specific miRNAs would be strong candidates for underlying early adaptation in cave morphs. From the list of all the differentially expressed miRNAs, 26 miRNAs were upregulated (Figure 2B) and 17 were downregulated (Figure 2C) across Pachón, Tinaja, and Molino, when compared to surface fish. 

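Sorting the upregulated miRNAs by cave morph placed 26 in all 3 cave morphs, 26 in Pachón and Tinaja only, 26 in Pachón and Molino only, 16 in Tinaja and Molino only, 31 in Pachón only, 28 in Tinaja only, and 93 in Molino only. For the downregulated miRNAs the corresponding numbers were 17 in all 3 cave morphs, 38 in Pachón and Tinaja only, 8 in Pachón and Molino only, 6 in Tinaja and Molino only, 31 in Pachón only, 39 in Tinaja only, and 46 in Molino only. Together 375 miRNAs (54.9% of those tested) were differentially expressed in at least 1 cave morph. Of these, 177 were called in exactly 1 cave morph, 134 in exactly 2, and 64 in all 3, and the last group divided into 43 with the same direction in all cave morphs and 21 with mixed directions. Pachón and Tinaja shared 115 differentially expressed miRNAs, 107 of them (93%) with the same direction. Molino shared 111 with Pachón, 77 of them (69.4%) with the same direction, and 100 with Tinaja, 65 of them (65%) with the same direction. These comparisons share the surface fish libraries, which may by itself favor the same direction. How large the shares would be from that alone was not tested. In the lists that follow, every name carries the prefix astmex-, written out only for the first. The 26 cave-specific upregulated miRNAs were astmex-miR-88, miR-141, miR-152, miR-198, miR-210, miR-212, miR-218, miR-221, miR-247, miR-277, miR-286, miR-299, miR-310, miR-323, miR-329, miR-338, miR-352, miR-366, miR-382, miR-390, miR-504, miR-513, miR-515, miR-545, miR-574, and miR-578. The 17 cave-specific downregulated miRNAs were astmex-miR-57, miR-136, miR-226, miR-278, miR-351, miR-369, miR-371, miR-467, miR-481, miR-511, miR-520, miR-526, miR-534, miR-562, miR-597, miR-679, and miR-683. Mean counts per library ranged from 5.75 to 1900 (median 58.2) among the upregulated and from 1 to 6722 (median 11.9) among the downregulated ones, with 6 and 7 miRNAs, respectively, under a mean of 10 counts. Surface fish had at most 3 counts in every library for 8 of the upregulated miRNAs, and at least 1 cave morph did for 8 of the downregulated ones. With each library left out in turn, 24 to 29 upregulated and 16 to 19 downregulated miRNAs were cave-specific, and 20 of the 26 and 15 of the 17 were so in all 12 of these fits. The alternative that lowered the numbers most was the minimum of 10 counts in every library, which left 10 upregulated and 4 downregulated miRNAs and excluded 16 and 13 of the listed ones from testing. Of the 24 alternatives, astmex-miR-578 was cave-specific in 7 and astmex-miR-683 in 12, the lowest numbers among the upregulated and the downregulated miRNAs (both named after their values were seen).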

The set of 26 and 17 miRNAs represents the first identified cave‐specific, noncoding miRNAs differentially expressed across three different cave morphs, with respect to surface fish. 

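The cave-specific miRNAs with a mean of at least 10 counts per library were ranked by the smallest of the 3 fitted fold changes. The first 3 for upregulation were astmex-miR-329, astmex-miR-390, and astmex-miR-382. The first 3 for downregulation were astmex-miR-511, astmex-miR-526, and astmex-miR-467. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini−Hochberg adjustment. Levels are in TMM-normalized CPM, mean ± SD, n = 3 libraries per morph. No surface fish library had a count of any of these upregulated ones, so their fold changes are lower limits, computed against a level of 3 counts. The counts therefore do not fix their place in the ranking. For comparison, astmex-miR-221 had counts in every surface fish library. Its log2 fold changes were 3.50 in Pachón, 2.94 in Tinaja, and 3.12 in Molino. The counts do not show that astmex-miR-390 or astmex-miR-382 changed by more than astmex-miR-221. astmex-miR-329 was at 4.80 ± 0.578 CPM in Pachón, 7.80 ± 1.61 CPM in Tinaja, and 6.50 ± 1.19 CPM in Molino, at least 9.33-fold, 15.1-fold, and 12.6-fold higher than in surface fish, with adjusted p-values of 2.36e-07, 3.43e-08, and 7.27e-08. For astmex-miR-390, levels of 1.55 ± 0.208 CPM in Pachón, 1.86 ± 0.533 CPM in Tinaja, and 3.85 ± 0.0687 CPM in Molino were at least 3.01-fold, 3.62-fold, and 7.47-fold higher, with adjusted p-values of 1.85e-05, 9.3e-06, and 4.77e-07. The levels of astmex-miR-382 were 3.03 ± 0.328 CPM in Pachón, 1.51 ± 0.374 CPM in Tinaja, and 7.34 ± 1.42 CPM in Molino, at least 5.89-fold, 2.93-fold, and 14.3-fold higher (adjusted p = 1.57e-06, 3.4e-05, and 3.96e-08). Among the downregulated miRNAs, astmex-miR-511 had 33 to 66 counts in each surface fish library (6.73 ± 1.03 CPM) and none in any cave library, which puts it at least 23.1-fold lower in Pachón, 19.3-fold lower in Tinaja, and 17.2-fold lower in Molino, with adjusted p-values of 1.5e-06, 1.61e-06, and 3.18e-06. astmex-miR-526 fell from 5.28 ± 1.17 CPM in surface fish to at most 3 counts in each Pachón library and at most 1 count in each Tinaja library, at least 18.1-fold (adjusted p = 1.97e-07) and 15.1-fold lower (adjusted p = 1.09e-07). In Molino its level was 0.943 ± 0.276 CPM, a log2 fold change of −2.46 (standard error 0.39, adjusted p = 5.73e-05). astmex-miR-467, at 5.55 ± 0.869 CPM in surface fish, had log2 fold changes of −1.98 in Pachón (standard error 0.25, adjusted p = 6.53e-06), −2.88 in Tinaja (standard error 0.28, adjusted p = 3.53e-07), and −2.92 in Molino (standard error 0.31, adjusted p = 6.98e-07). The calls of the first 3 miRNAs in each direction held in each fit that left out one library. None of these miRNAs had 10 counts in every library. Mature sequences were not analysed here. Counts of 0 in a morph may thus also come from a sequence variant whose reads were counted poorly or for another miRNA. Direct contrasts of the cave morphs, under the same thresholds, found a difference between at least 1 pair of cave morphs for 11 of the upregulated and 9 of the downregulated miRNAs. The paper argues that miRNAs changed in the same direction in every cave morph are strong candidates for underlying early adaptation, and it goes on to predict the targets of these sets.

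**Figure D2:**
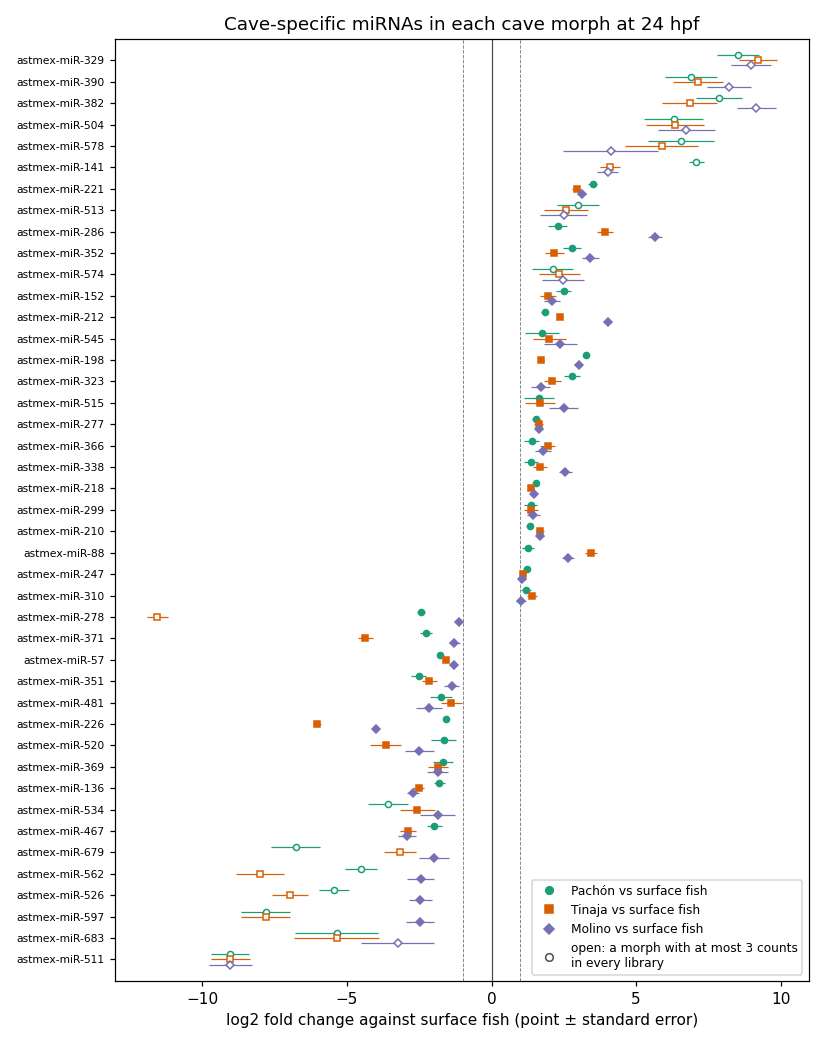
Log2 fold change relative to surface fish of the 26 cave-specific upregulated and 17 cave-specific downregulated miRNAs in Pachón (circles), Tinaja (squares), and Molino (diamonds), with bars of 1 standard error on each side and dashed lines at log2 fold changes of 1 and −1. Open symbols mark comparisons in which at least one of the morphs had at most 3 counts in every library, for which the counts do not fix the size of the change and the plotted value is the fitted estimate. Several miRNAs, such as astmex-miR-226 and astmex-miR-212, lie at different values in the cave morphs.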

A comprehensive overview of the expression profiles across the different *Astyanax* morphs is provided by the heatmap, which is based on normalized counts for all 683 miRNAs (Figure 2D).

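Hierarchical clustering of the 12 libraries on the normalized values of all 683 miRNAs (complete linkage on Euclidean distances between log2(CPM + 1) values scaled to z-scores for each miRNA) gave 4 branches that each held the 3 libraries of one morph. The top split set the Molino libraries apart from all others, and the next left Pachón and Tinaja together and surface fish on a branch of its own. Distances between libraries of the same morph lay between 17.1 and 23.8, and those between libraries of different morphs between 32.5 and 46.4. Averaged over pairs of libraries, the distance was 34.7 between Pachón and Tinaja, 37.3 between surface fish and Pachón, and 37.1 between surface fish and Tinaja. Molino lay at 41.4 from surface fish, 41.5 from Pachón, and 45.2 from Tinaja. Average linkage, a pseudocount of 0.1, values without scaling for each miRNA, library sizes in place of TMM factors, and a minimum of 10 counts in every library all kept the top split. The minimum of 10 counts changed the next one, placing Pachón with surface fish and Tinaja on its own.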

### Putative 3′ UTR targets of cave‐specific mature miRNAs in *A. mexicanus*

To further understand any possible functional implications of these cave‐specific miRNAs, we turned our attention to predicting their putative targets. miRNAs mostly target the 3′ UTR region of genes. To predict putative cave‐specific miRNA target genes in *A. mexicanus*, we used the established miRanda^42^ and TargetScan^43^ pipelines. It is to be noted that in *A. mexicanus*, only less than half of the annotated genes have an annotated 3′ UTR, specifically, 11,318 genes out of a total of 27,420 genes. The annotated 3′ UTRs span a considerable range of lengths, with a mean of around 2 kb (Figure S4). Therefore, in this study, we restricted our predictive pipelines to the list of genes with annotated 3′ UTRs and among the genes that were differentially expressed in an available sample set of mRNAseq data between Pachón—as a representative of cavefish—and surface fish as a control.^54^ From this dataset, we merged differentially expressed genes from Pachón versus surface fish at two time points, 24 hpf and 36 hpf. Our approach considered the time‐dependent nature of miRNA action, wherein it takes a few hours for the miRNA to be expressed at a certain time point to exhibit its effect.^55^, ^56^ Merging the two data points, we found 4088 unique differentially expressed genes in Pachón when compared to surface fish. Out of these differentially expressed genes, a total of 1524 genes were putative targets of the cave‐specific miRNAs as predicted by both the miRanda and TargetScan pipelines (Figure 3A, Tables S6 and S7), amounting to 37.37% of the differentially expressed genes. These 1524 genes are a collection of both the upregulated (Table S6) and downregulated (Table S7) cave‐specific miRNA's putative targets. Subsequently, we employed GO term analysis of these 1524 putative target genes to explore the biological pathways associated with them. Interestingly, several of the essential pathways commonly associated with cave adaptation were present in the list (Figure 3B). For example, we observed the enrichment of pathways associated with the regulation of circadian rhythm, as indicated the presence of *per2*, *hcrtr2*, and *nptx2b* in the list of differentially expressed genes that were also putative targets of miRNA (Figure 3C).^4^, ^57^, ^58^ We also observed an enrichment of neural pathways and pathways associated with immune systems. While cavefish neural projections and activity differ considerably from that of surface fish, owing to their modified sensory input systems, the immune system of cavefish is also different from that of surface fish, where cavefish exhibit decreased innate immune response compared to surface fish.^6^ Notably, even in an in vitro set‐up, an immune response has been observed to be one of the differentially regulated pathways between surface fish and cavefish cells.^59^

**FIGURE 3:**
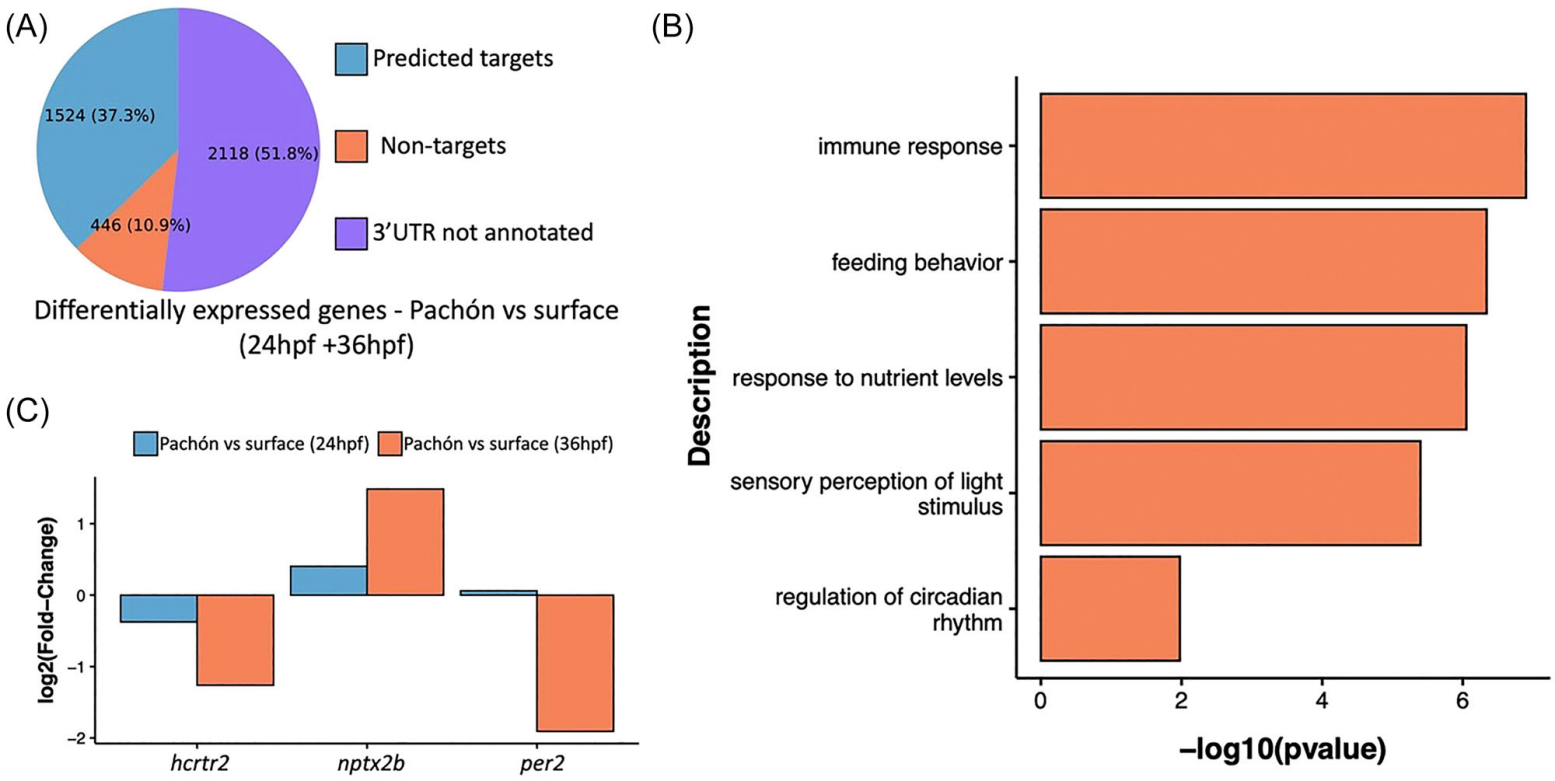
Differential expression of predicted targets of cave‐specific miRNA. (A) Pie‐chart depicting the percentage of differentially expressed genes that are also predicted to be targets of cave‐specific miRNA when Pachón is compared to surface fish at 24 hpf and 36 hpf. (B) Selected pathways from GO term analysis of all predicted and differentially expressed genes (1524) representing biological processes associated with cave adaptation. (C) Fold change of predicted targets *per2*, *hcrtr2*, and *nptx2b* at 24 hpf and 36 hpf.^54^

## DISCUSSION

In this study, we present, for the first time, a comprehensive catalog of 683 small noncoding mature miRNAs for the fish, *A. mexicanus*. Focusing on an early stage of development, we extracted and sequenced miRNAs from 24 hpf embryos of four different morphs of *A. mexicanus*—one being the extant surface fish, and the others were cave morphs of Pachón, Tinaja, and Molino. Analyzing the small RNAseq data, we found that each of the cave morphs exhibited more than 100 differentially expressed miRNAs compared to surface fish. The presence of differentially expressed miRNAs at the 24‐hpf stage suggests that not only are the miRNA‐mediated silencing pathways activated at an early stage in *A. mexicanus*, but are also potentially employed by cavefish morphs to facilitate cave adaptation. This idea is further strengthened by the fact that among the hundreds of differentially expressed mature miRNAs, there exists a set of mature miRNAs that were common across all the three cave morphs when compared to surface fish, making them essentially a cohort of cave‐specific miRNAs. We investigated further and performed in silico analysis to ascertain putative target genes from a list of differentially expressed genes at the relevant time points for each of the cave‐specific miRNAs. It was interesting to find a number of biological pathways associated with troglomorphic adaptation enriched when we performed GO term analysis on the list of putative targets of cave‐specific miRNAs. In the future, with the availability of better genomes^60^ for each of the morphs, it would also be interesting to incorporate not only more cave‐morphs of *Astyanax* into such small‐RNA studies but also other cavefish species to establish the relevance of the cave‐specific and morph‐specific role of miRNAs in development and evolution. Such comparative studies across multiple species with known genomes would be considerably aided by miRNA predictive tools such as MirMachine.^61^

While the target predictions have to be essentially validated functionally for a better understanding of the mechanistic role of the differentially expressed miRNAs in surface and cavefish, our present analysis suggests numerous developmental and metabolic adaptations essential for survival in cave environments that could begin at the early stages of development. Especially important for future functional analysis would be the miRNAs whose potential in silico targets are involved in the process of eye degeneration, circadian regulation, and oxidative pathways.

Additionally, there is another unique observation from the dataset that shows that the most numerous differentially expressed mature miRNAs were found in the Molino morph. Molino is one of the “younger” morphs that colonized the caves relatively recently, approximately 110,000 years ago.^2^ Molino lacks many of the known underlying alterations associated with cave evolution that are shared by the other two cave morphs of Pachón and Tinaja.^7^, ^8^ This observation hints at a possible dependence on miRNAs in Molino as a dynamic “rheostat” for fine‐tuning gene networks while adapting to a relatively new and extreme environment devoid of light and nutrients. Additionally, the miRNAs that are morph‐specific could also contribute to lineage specificity in *Astyanax* cave adaption. Both hypotheses, while exciting, need further functional testing.

Taken together, future studies into miRNAs, through gain‐ and loss‐of‐functions and target validation, hold a great potential to unravel new paradigms of gene regulation, development, as well as metabolism in cavefish. Our comprehensive catalog of miRNAs in *A. mexicanus* will, therefore, pave the way for exploring this hitherto unexplored facet of miRNA‐mediated adaptation and evolution of adaptation to new environments.

## AUTHOR CONTRIBUTIONS

T.B.: Conceptualization; investigation; analysis; visualization; original draft preparation. H.H.: Analysis; visualization; data curation. N.R.: Conceptualization; original draft preparation; funding acquisition.

## COMPETING INTERESTS

The authors declare no conflict of interest.

### PEER REVIEW

The peer review history for this article is available at: https://publons.com/publon/10.1111/nyas.15300

## Supporting information

**Figure S1**: Histogram showing the total range of sequencing reads in each sample.
**Figure S2**: Number of *A. mexicanus* miRNAs conserved across miRNAs of different species after miRBase alignment (zebrafish underlined in red).
**Figure S3**: Number of miRNAs which had a hit in miRBase, FishmiRNA, and in the MirGeneDB database along with number of miRNAs which did not have a hit.
**Figure S4**: Distribution of the 3′ UTR lengths of the 11,318 genes with annotated 3′ UTR in *Astyanax mexicanus*.

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

## Data Availability

The RNA‐seq datasets have been uploaded to the GEO database with accession number GSE254598 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254598). Original data underlying this manuscript can be accessed from the Stowers Original Data Repository at http://www.stowers.org/research/publications/libpb‐2454

# Supplementary material for: Differentially expressed miRNAs offer new perspective into cave adaptation of Astyanax mexicanus
**Source:** Ann N Y Acad Sci. 2025 Mar 13;1546(1):173–81. doi: 10.1111/nyas.15300
**Supplement:** Supplementary file 1 — Figure S1: Histogram showing the total range of sequencing reads in each sample. Figure S2: Number of A. mexicanus miRNAs conserved across miRNAs of different species after miRBase alignment (zebrafish underlined in red). Figure S3: Number of miRNAs which had a hit in miRBase, FishmiRNA, and in the MirGeneDB database along with number of miRNAs which did not have a hit. Figure S4: Distribution of the 3′ UTR lengths of the 11,318 genes with annotated 3′ UTR in Astyanax mexicanus.

Supporting Figures

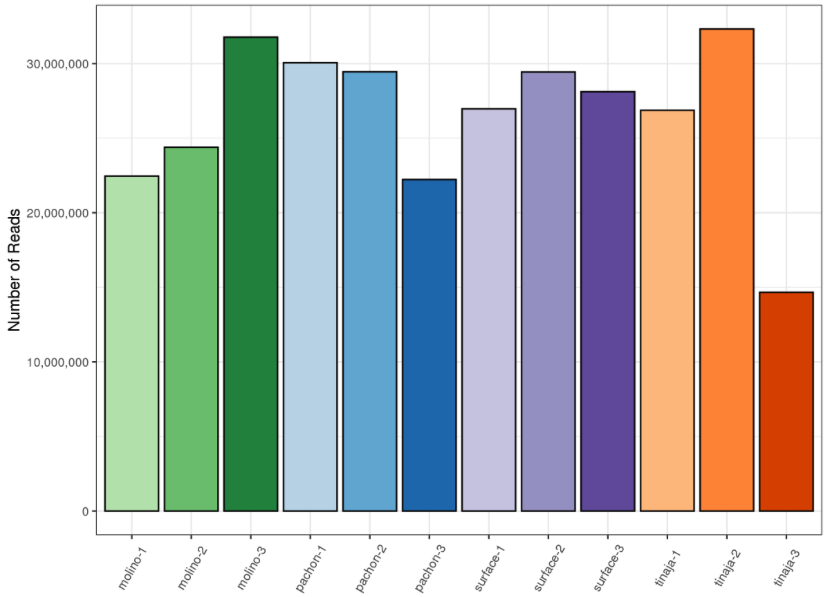

**Figure S1:** Histogram showing the total range of sequencing reads in each sample.

**
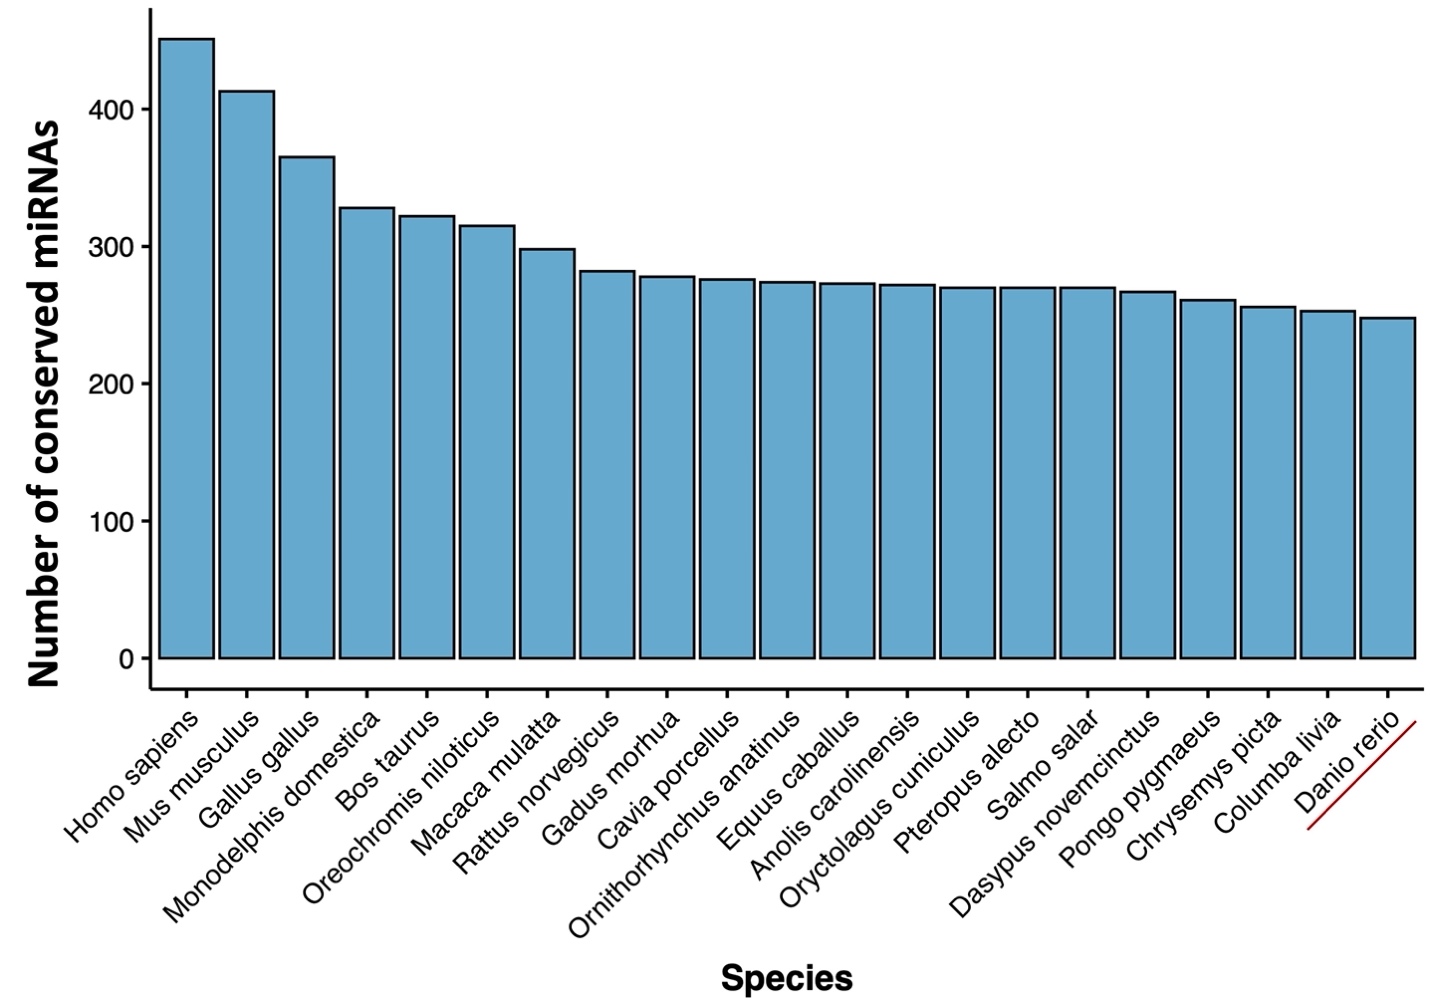
**

**Figure S2:** Number of *A. mexicanus* miRNAs conserved across miRNAs of different species after miRBase alignment (zebrafish underlined in red).

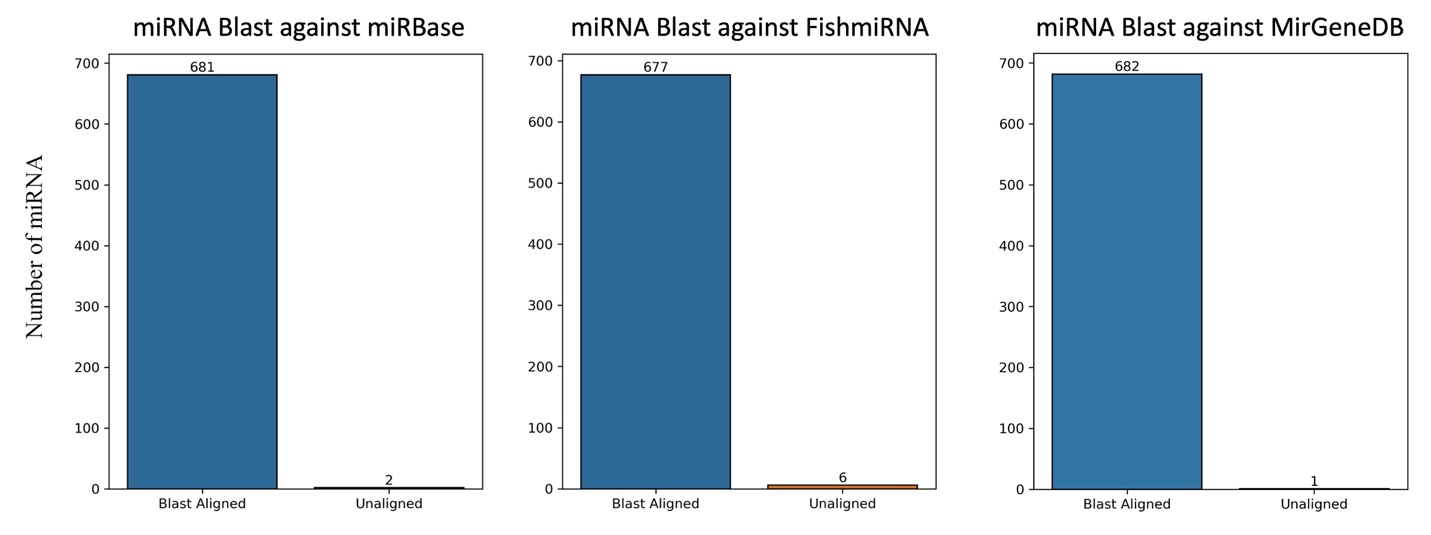

**Figure S3:** Number of miRNAs which had a hit in miRBase, FishmiRNA and in the MirGeneDB database along with number of miRNAs which did not have a hit.

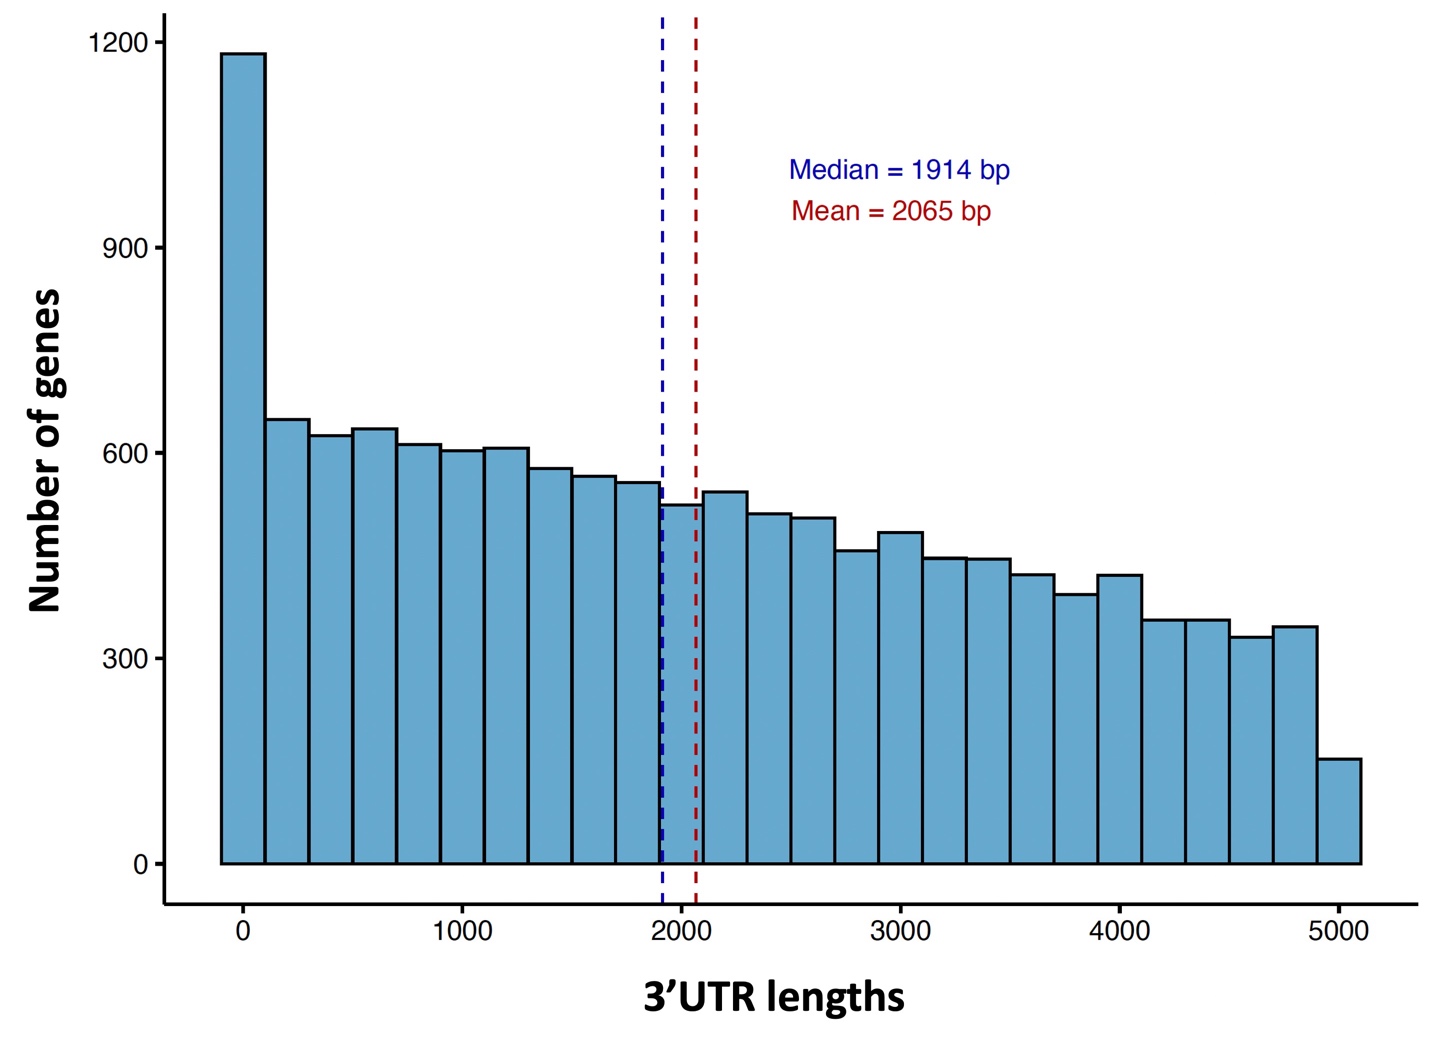

**Figure S4:** Distribution of the 3’UTR lengths of the 11,318 genes with annotated 3’UTR in *Astyanax mexicanus*.

How the deposited data were processed for this re-analysis (not part of the article)

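Small RNA was sequenced from embryos of surface fish and of the Pachón, Tinaja, and Molino cave morphs at 24 hpf, with 3 libraries per morph. The authors trimmed the adapters, discarded short reads, removed reads aligning to rRNAs, scaRNAs, snoRNAs, snRNAs, and tRNAs, called miRNAs with miRDeep2 on the combined reads against the *A. mexicanus* 2.0 genome, collapsed identical ones, and counted the reads of each library on the miRNA precursors. They deposited the counts of each mature miRNA in each library as whole numbers, without normalization, and replicates were not pooled. The deposited table holds 12 libraries and 683 miRNAs, no miRNA that is at 0 in every library, and no pair of miRNAs with identical counts throughout. The morph and the replicate number of each library come from the sample labels and the names of the columns, and 0 columns of values were left unused. The time point of 24 hpf is the same in the labels and the paper.

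Total counts per library lay between 5539157 and 15279059. A count of 3 was taken as the smallest level that a library can show. Where all libraries of a morph were at or under this level, the fold change was computed against 3 counts and is given as a lower limit, and where both morphs were, no fold change is given in the text. Such limits cover counting error only. Mature sequences and genomic positions of the miRNAs were not analysed here, so reads that the counting could have assigned to several similar miRNAs cannot be traced, and neither can sequence differences between the morphs. The mRNA-seq data and the target predictions were not analysed here.

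All tests were run in R 4.3.3. The counts were tested with edgeR 4.0.16 (TMM factors, estimateDisp, glmQLFit, and glmQLFTest) in one fit of all 12 libraries with a separate mean for each morph and no low-count filter, so that 683 miRNAs were tested in each comparison. The p-values were adjusted by the Benjamini−Hochberg method for each comparison, and a miRNA was called differentially expressed with an adjusted p under 0.05 and an estimated fold change of at least 2. The paper names edgeR, the adjustment, and both thresholds. Its text does not name the test function, the normalization, or a low-count filter for the miRNAs. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Levels are CPM computed with TMM-adjusted library sizes and are given as mean ± SD over the 3 libraries of a morph. With 3 libraries against 3, an exact permutation test of a single miRNA cannot give a two-sided p under 0.1, so adjusted p-values from edgeR are given instead. Cave-specific miRNAs were those called in the same direction in all 3 cave morphs against surface fish, as the paper defines them. The same count was made with each other morph as the reference, and the cave morphs were compared with each other directly in the same fit. Groups of 3 libraries are too small for a test of single outlying libraries, and none was made.

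The script was tested on simulated counts with the means, dispersions, and library sizes of the real data, in which 200 of 683 miRNAs were changed 4-fold. It recovered 93% of them in Pachón, 90% in Tinaja, and 87% in Molino, with 1, 2, and 4 false calls. Among the 144 changed miRNAs with a mean of at least 10 counts, it recovered 98.6%, 97.2%, and 96.5%. The 200 simulated changes were the same in all cave morphs, and 169 of them were called in all of these morphs, all correctly. Every simulated miRNA was either unchanged or changed 4-fold. None was set close to the fold-change rule of 2 or made absent from 1 morph. The numbers of false calls therefore do not carry over to such miRNAs in the real data.

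The miRNAs named in the text were chosen by a rule fixed before the data were examined: the 3 cave-specific miRNAs in each direction with the largest smallest fold change among those with a mean of at least 10 counts, the 2 upregulated and the 2 downregulated miRNAs with the smallest adjusted p in each cave morph, the miRNAs that the paper's Tables S6 and S7 pair with *per2*, *hcrtr2*, or *nptx2b* in the parts of these tables used here, and the 2 miRNAs with the largest difference between cave morphs among those changed in opposite directions. The text says where a miRNA was named outside this rule.

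Alternatives fixed before the data were examined were library sizes without TMM factors, RLE factors, the Wald test of DESeq2 1.42.0 with its own size factors, edgeR's likelihood ratio and exact tests, a fit of only the 6 libraries compared, filterByExpr, a minimum of 0.5 CPM in at least 1 library, a minimum of 10 counts in every library, no fold-change rule, a fold change of 2 as the null hypothesis (glmTreat), the replicate number as a block, counts thinned to the shallowest library, collapsing of miRNAs with identical counts, and leaving out each of the 12 libraries in turn. The replicate numbers come from the sample labels; libraries with the same number in different morphs are different animals. Clustering was repeated with another linkage, pseudocount, scaling, normalization, and filter. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9. Random draws used the seed 1.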

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

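The 4 tests of depth, normalization, abundant miRNAs, and single libraries described for the miRNAs changed in opposite directions were written as tests of this number only after it was seen. Library sizes alone and single libraries left out were settings fixed beforehand for the direct contrasts of the cave morphs, on which the number also rests; thinned counts, RLE factors, and the removal of abundant miRNAs were not.

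The change relative to surface fish differed between cave morphs for many miRNAs. By direct contrasts in the same fit, with an adjusted p under 0.05 and a fold change of at least 2, 170 miRNAs differed between Pachón and Tinaja, 270 between Molino and Pachón, and 292 between Molino and Tinaja. Leaving out each library in turn gave 156 to 170, 255 to 273, and 276 to 293. For each of these comparisons, 1 of the 4 splits of the 6 libraries that part all same-numbered libraries, the real one, gave as many miRNAs. The remaining 6 of the 10 splits part only 1 same-numbered pair. All splits other than the real ones gave 0 differentially expressed miRNAs, with 5 to 48 miRNAs at an unadjusted p under 0.05 against 352 to 453 in the real splits. The share of the real one cannot fall under 1 of 4 among the former, or under 0.1 among all 10. Every other split mixes the compared morphs within both groups, which widens the spread there, so the splits show only that the morphs differ and do not bear on the cause. Apart from the splits, all 12 libraries lay on the branch of their own morph in the clustering, with distances of 17.1 to 23.8 within morphs and 32.5 to 46.4 between them.

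Opposite directions were found as well: 56 miRNAs were upregulated in one cave morph and downregulated in another, with the direct contrast of these morphs also past both thresholds. Of these, 53 involved Molino, including 13 that were up in Molino and down in both other cave morphs and 3 that were down in Molino and up in both others. The median of their mean counts was 24.8, and 9 had a mean under 10 counts. The largest differences were those of astmex-miR-215 and astmex-miR-239. astmex-miR-215 had 1815 to 2400 counts in the Pachón libraries, 877 to 1430 in the Tinaja libraries, and 45 to 70 in the surface fish libraries, and no count in any Molino library. It was at least 430-fold lower in Molino than in Pachón (adjusted p = 1.38e-15 from edgeR's quasi-likelihood test; lower in 3 of 3 libraries). astmex-miR-239 had 1395 to 1691 counts in the Molino libraries, 16 to 20 in surface fish, 2 to 6 in Pachón, and 0 to 1 in Tinaja, so it was at least 574-fold higher in Molino than in Tinaja (adjusted p = 1.04e-15; higher in 3 of 3 libraries).

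Several technical explanations of the 56 miRNAs with opposite directions were tested. The 12 libraries were assigned at random to 4 groups of 3, each with 1 library of every replicate number. Of 100 such assignments, the real one included, 1 gave as many as 56, and the others gave at most 4. Libraries of different morphs lie further apart than replicates, which widens the spread within mixed groups, so this shows only that the morphs differ and does not bear on the cause. With all libraries thinned to equal totals the number fell to 42, of which 41 were among the 56. Thinning also lowers the power of the test. The fall therefore cannot tell an effect of unequal depth from a loss of counts. Other scalings (library sizes alone or RLE factors) gave no fewer than 53, the removal of the 10 most abundant miRNAs gave 53, and leaving out each library in turn gave no fewer than 45. Depth, scaling, abundant miRNAs, and single libraries thus do not account for the whole pattern. A candidate explanation that stays open is a sequence difference: a morph may carry a variant of a mature miRNA whose reads are then counted poorly or for another miRNA, as a count of 0 beside at least 1815 counts would allow. Mature sequences were not analysed here, nor were differences between the morphs in staging or library preparation, so a regulatory difference between Molino and the other cave morphs remains a hypothesis that cannot be told apart from these.

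The cave-specific miRNAs were not changed equally in all cave morphs. Among the 26 upregulated ones 11 differed between at least 1 pair of cave morphs by the direct contrasts, and among the 17 downregulated ones 9 did. Some of these rest on a cave morph at or under 3 counts. Examples with higher counts are astmex-miR-212, with log2 fold changes relative to surface fish of 1.84 in Pachón, 2.37 in Tinaja, and 4.01 in Molino, and astmex-miR-226, with −1.56, −6.04, and −3.99. The set of cave-specific miRNAs is defined by its direction and threshold in every cave morph, and neither a technical nor a biological explanation of these differences was tested.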

How the results depend on the processing

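The numbers of differentially expressed miRNAs depended on 3 choices: the low-count filter, the presence of the fold-change rule, and the way that rule was tested. Of the alternatives named in the processing summary, the minimum of 0.5 CPM and the collapsing of identical miRNAs removed no miRNA and could not change a result, which leaves 24 that could.

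With a minimum of 10 counts in every library, 311 miRNAs were tested. The number of differentially expressed miRNAs (with upregulated and downregulated ones) then changed from 203 to 51 in Pachón (29 and 22), from 196 to 45 in Tinaja (23 and 22), and from 238 to 66 in Molino (45 and 21), and cave-specific miRNAs to 10 upregulated and 4 downregulated ones. All of these were among the 26 and the 17, and the filter excluded 16 and 13 of the others from testing, which accounts for every loss. Such a filter removes miRNAs that are near 0 in any one morph, and so bears on low counts and on large changes alike. Without the fold-change rule, the numbers were 340 in Pachón (180 and 160), 331 in Tinaja (170 and 161), and 378 in Molino (225 and 153), with 47 and 39 cave-specific miRNAs. With a fold change of 2 as the null hypothesis (glmTreat), they were 128 in Pachón (67 and 61), 128 in Tinaja (62 and 66), and 156 in Molino (109 and 47), with 15 and 9 cave-specific miRNAs. These differences follow from the rules themselves, since the same fitted fold changes are held to a looser or a stricter criterion.

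Under the other alternatives, each of these numbers stayed within 1.5 times its value. Leaving out each of the 12 libraries in turn gave 193 to 209 differentially expressed miRNAs in Pachón (107 to 115 up, 84 to 95 down), 171 to 197 in Tinaja (83 to 97 up, 88 to 100 down), and 220 to 240 in Molino (147 to 163 up, 71 to 78 down), with 24 to 29 cave-specific upregulated and 16 to 19 cave-specific downregulated miRNAs. As to which miRNAs these were, 20 of the 26 and 15 of the 17 were cave-specific in all 12 fits, 14 and 9 in all 22 alternatives without the low-count filters, and 6 and 3 in all 24. Scaling shifted the median log2 fold change over all miRNAs by at most 0.08, in Molino with RLE factors, where the share of upregulated miRNAs was 63.8% against 67.6%.

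The order of the cave morphs held in part. Molino had the most differentially expressed miRNAs and the most upregulated miRNAs, followed by Pachón and Tinaja for the latter, under all 24 alternatives. Tinaja had the most downregulated miRNAs under 18, shared the place with Pachón under 1, and was second to Pachón under 5; the cause was not tested.

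The replicate number was also used as a block. Libraries with the same number come from different animals, and the deviations of same-numbered libraries from their morph means correlated with a mean r of −0.0027 over 18 pairs, against 0.0014 over 36 pairs with different numbers, so the numbers do not pair the libraries. With the block, 203 miRNAs were differentially expressed in Pachón (110 and 93), 192 in Tinaja (97 and 95), and 232 in Molino (157 and 75), with 29 and 17 cave-specific miRNAs.

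The numbers with each morph as the common reference were recomputed under 16 alternatives, 4 of them changes of normalization, tool, filter, or block and 12 of them single libraries left out. None moved by more than 1.5 times. Under these alternatives they ran from 41 to 47 for surface fish, from 45 to 56 for Pachón, from 50 to 61 for Tinaja, and from 105 to 119 for Molino. The direct contrasts gave 140 to 170 miRNAs between Pachón and Tinaja, 226 to 273 between Molino and Pachón, and 251 to 293 between Molino and Tinaja, and the miRNAs with opposite directions numbered 45 to 57. Thinned counts and RLE factors, tried for these numbers only after they were seen, gave 36 and 44 for surface fish, 44 and 52 for Pachón, 51 and 59 for Tinaja, 99 and 112 for Molino, 42 and 53 miRNAs with opposite directions, and, in the direct contrasts, 144 and 168 miRNAs between Pachón and Tinaja, 235 and 270 between Molino and Pachón, and 253 and 285 between Molino and Tinaja. These too are within 1.5 times, and those with thinned counts lie under the ranges given for the reference morphs other than Tinaja and for the opposite directions.

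Not every fold change of the 26 named miRNAs that passed both thresholds entered the comparison with the alternatives. Those of astmex-miR-251 in Molino, astmex-miR-212 in Pachón and Molino, and astmex-miR-226 in Pachón were left out. The other 66 were compared 1475 times under the 23 alternatives that could lose a call, which leaves out the one without the fold-change rule. In 16 cases the call was lost, and the direction was never reversed. Of these cases, 9 concern astmex-miR-310 in Molino, whose log2 fold change of 1.02 lies close to the fold-change rule; the others concern astmex-miR-310 in Pachón, astmex-miR-299 in Pachón and Tinaja, astmex-miR-352 in Tinaja, and astmex-miR-278 and astmex-miR-371 in Molino.

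Depth limits what is called detected. With at least 1 count in every library of the morph, 595 miRNAs were detected in surface fish, 628 in Pachón, 612 in Tinaja, and 620 in Molino. A minimum of 10 counts gave 379, 459, 428, and 434, and counts thinned to the shallowest library, an alternative chosen after seeing the data, gave 579, 562, 548, and 609. Surface fish thus had the smallest number as deposited and not at equal depth. In the clustering, the top split set the 3 Molino libraries apart in every setting tried, and the minimum of 10 counts in every library placed Pachón with surface fish in place of Tinaja.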

Other observations

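Of the tests described here, those of the number of miRNAs that set Molino apart (other than the random assignments), of the abundant miRNAs behind the number in Molino, of low counts, and of near-identical miRNAs were written only after the result was seen. For the first of these, library sizes alone and single libraries left out were settings fixed beforehand.

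The cave-specific count was compared with the same count for other reference morphs. With surface fish as the reference, 43 miRNAs changed in the same direction in the 3 other morphs, the sum of the paper's 2 cave-specific sets. With Pachón as the reference there were 52, with Tinaja 59, and with Molino 118. A reference shared by 3 comparisons may by itself produce miRNAs that change the same way in all of them, because any miRNA that is peculiar to the reference morph appears in each comparison. The largest number with a cave morph as reference, 118, exceeds 43, and so do the other two. The number of cave-specific miRNAs therefore cannot be told apart from the number that a shared reference gives, and by this count surface fish were not set apart by more miRNAs than a single cave morph was. The 12 libraries were also assigned at random to 4 groups of 3, each with 1 library of every replicate number. The group placed as surface fish always held surface fish replicate 1. Of 100 such assignments, the real one included, 1 gave as many as 43 for that group, the others at most 32 with a median of 0. Counting the group with the most miRNAs in place of the one placed as surface fish, 4 of the 100 gave as many as 43, the real one included. The other 3 reached 76 to 81, and each of them had the 3 Molino libraries together in one group. Libraries of different morphs lie further apart than replicates, which widens the spread within mixed groups, so these assignments show only that the morphs differ.

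Reads shared between similar miRNAs could make one change appear under several names. No miRNA had counts identical to another (0), and 0 cave-specific miRNAs had another listed miRNA within 10% of their counts in all 12 libraries. These tests see only copies that share nearly all their reads, so reads shared in part remain possible, and at low counts a limit of 10% requires almost equal counts, where the test says little. Among the 503 miRNAs with a mean of at least 10 counts, 2 pairs of miRNAs lay within 10% of each other in every library (named after their values were seen). astmex-miR-207 and astmex-miR-208 differed by at most 1.66% and were both downregulated in Tinaja with a log2 fold change of −1.59, and astmex-miR-43 and astmex-miR-46 differed by at most 9.63% and were not differentially expressed. The calls of the first pair should be counted as 1 if they share their reads.

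For the comparisons with surface fish, the real split of the 6 libraries was the only 1 of the 4 splits parting all same-numbered libraries to give as many differentially expressed, upregulated, or downregulated miRNAs in Pachón, Tinaja, and Molino. All other splits, including the 6 that part only 1 same-numbered pair, gave 0 differentially expressed miRNAs, with 10 to 43 miRNAs at an unadjusted p under 0.05 against 385, 370, and 408 in the real ones. The design cannot give a share under 1 of 4 among the former, or under 0.1 among all 10 splits, and every other split mixes the compared morphs within both groups, which widens the spread there, so the splits show only that the morphs differ. In the clustering all 12 libraries lay on the branch of their own morph.

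Molino was set apart most. Of its 118 miRNAs, 82 were higher and 36 lower in Molino than in all 3 other morphs, whereas the 43 of surface fish were 17 higher and 26 lower. The number for Molino exceeded the next largest by 48 with all libraries thinned to equal totals, by at least 53 with library sizes alone or RLE factors, by at least 48 with each library left out in turn, and by 52 without the 10 most abundant miRNAs, and 1 of 100 random assignments, the real one, gave as many. Depth, scaling, one aberrant library, and abundant miRNAs thus do not account for all of it. A variant in Molino that loses reads against the reference would lower counts, which bears on the 36 that were lower; reads of a variant that are counted for another miRNA could also raise counts, and this was not tested. The paper reports that Molino had the most differentially expressed miRNAs relative to surface fish, and the same explanations were tested for that: Molino exceeded the next cave morph by 30 miRNAs at equal depth, by at least 26 under the other scalings, by at least 20 with each library left out, and by 30 without the 10 most abundant miRNAs. A hypothesis is that the miRNA profile of Molino embryos at 24 hpf has moved away from that of the other morphs, surface fish included, in part by higher levels of miRNAs that are scarce elsewhere. Developmental stage, library preparation, and mature sequences of the morphs were not analysed here, and the pattern cannot be told apart from differences in these.

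Few abundant miRNAs passed the fold-change rule. Of the 132 miRNAs with a mean of at least 1000 counts, 5.3% were called in Pachón, 6.82% in Tinaja, and 10.6% in Molino, against 42.6%, 39.1%, and 44.1% of the 256 miRNAs with a mean of 10 to 100 counts. The share was 29.4%, 31.7%, and 36.7% among the 180 miRNAs with a mean under 10 counts. By the adjusted p alone the order is the reverse. Of the abundant miRNAs 56.8%, 53.8%, and 64.4% were under 0.05, against 50.8%, 47.3%, and 53.9% with a mean of 10 to 100 counts. More counts give the test more power, so the shares under 0.05 do not show how often miRNAs of each group differ. Noise at low counts could inflate estimated fold changes and so produce the difference in the share called. When the counts of the 132 abundant miRNAs were thinned to a mean of 30, 7.58% were called in Pachón, 9.09% in Tinaja, and 12.9% in Molino, still far under the share of miRNAs that are scarce in the data as deposited. Low counts alone therefore do not account for the difference. Whether scarce miRNAs change by more between the morphs for a biological reason was not tested, and reads shared in part between similar miRNAs cannot be excluded.

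The paper's Tables S6 and S7 pair cave-specific miRNAs with predicted targets. In the parts of these tables used here, all 17 miRNAs named in Table S6 were among the 26 upregulated and all 15 named in Table S7 among the 17 downregulated miRNAs. The targets are the paper's predictions, and the values here are those of the miRNAs in Pachón, Tinaja, and Molino, in that order, as log2 fold changes relative to surface fish. For *per2*, the upregulated astmex-miR-152 had 2.49, 1.96, and 2.09 (standard errors 0.26, 0.28, and 0.28), and astmex-miR-299 had 1.35, 1.37, and 1.45 (standard errors 0.23, 0.23, and 0.24). The downregulated astmex-miR-562 had a mean of only 7.33 counts per library; it was at least 11.4-fold lower in Pachón and 9.52-fold lower in Tinaja, and its log2 fold change in Molino was −2.45 (standard error 0.47). For *hcrtr2*, the upregulated miRNAs were astmex-miR-329, without a count in surface fish, and astmex-miR-352, with 2.78, 2.17, and 3.42 (standard errors 0.32, 0.34, and 0.31). The downregulated ones were astmex-miR-57, with −1.80, −1.58, and −1.31 (standard errors 0.09 each) at the highest mean count of the downregulated set, 6722, astmex-miR-369, with −1.68, −1.85, and −1.86 (standard errors 0.33, 0.34, and 0.37), astmex-miR-467, and astmex-miR-278. astmex-miR-278 had log2 fold changes of −2.43 in Pachón and −1.13 in Molino (standard errors 0.14 and 0.13) and no count in Tinaja, where it was at least 112-fold lower than in surface fish. For *nptx2b*, the upregulated astmex-miR-221 had 3.50, 2.94, and 3.12 (standard errors 0.16 each), astmex-miR-210 had 1.31, 1.68, and 1.69 (standard errors 0.13 each), and astmex-miR-310 had 1.18, 1.40, and 1.02 (standard errors 0.17, 0.17, and 0.18), the last of these lost under 9 alternatives. The downregulated ones were astmex-miR-369 and astmex-miR-371, the latter with −2.27, −4.37, and −1.28 (standard errors 0.20, 0.26, and 0.19). Each of these genes was thus paired with miRNAs that rose and with miRNAs that fell in the cave morphs. All adjusted p-values of these changes, from edgeR's quasi-likelihood test, were under 0.05, the largest being 0.000521 for astmex-miR-562 in Molino. The calls of astmex-miR-299 in Pachón and Tinaja and of astmex-miR-278 and astmex-miR-371 in Molino were lost with a fold change of 2 as the null hypothesis, that of astmex-miR-352 in Tinaja with counts thinned to the shallowest library, and that of astmex-miR-310 in Pachón with both.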
